# MicroRNA-143 down-regulates Hexokinase 2 in colon cancer cells

**DOI:** 10.1186/1471-2407-12-232

**Published:** 2012-06-12

**Authors:** Lisa B Frankel, Jiayu Wen, Anders Krogh, Anders H Lund

**Keywords:** miR-143, Colon cancer, Hexokinase 2, Glycolysis

## Abstract

**Background:**

MicroRNAs (miRNAs) are well recognized as gene regulators and have been implicated in the regulation of development as well as human diseases. miR-143 is located at a fragile site on chromosome 5 frequently deleted in cancer, and has been reported to be down-regulated in several cancers including colon cancer.

**Methods:**

To gain insight into the role of miR-143 in colon cancer, we used a microarray-based approach in combination with seed site enrichment analysis to identify miR-143 targets.

**Results:**

As expected, transcripts down-regulated upon miR-143 overexpression had a significant enrichment of miR-143 seed sites in their 3'UTRs. Here we report the identification of Hexokinase 2 (HK2) as a direct target of miR-143. We show that re-introduction of miR-143 in the colon cancer cell line DLD-1 results in a decreased lactate secretion.

**Conclusion:**

We have identified and validated HK2 as a miR-143 target. Furthermore, our results indicate that miR-143 mediated down-regulation of HK2 affects glucose metabolism in colon cancer cells. We hypothesize that loss of miR-143-mediated repression of HK2 can promote glucose metabolism in cancer cells, contributing to the shift towards aerobic glycolysis observed in many tumors.

## Background

MicroRNAs (miRNAs) represent an abundant group of small non-coding RNAs that repress translation and promote degradation of their mRNA targets through binding to partially complementary regions in the 3'UTR [1-3]. The target recognition is mediated by the RNA-induced silencing complex (RISC) with AGO2 as a key component. AGO2 presents the miRNA to its targets in such a way that the nucleotides at position 2–8 of the mature miRNA, also known as the seed region, are able to base pair with complementary regions in the 3'UTR [1].

Past years research on miRNAs has revealed a role of miRNAs in the regulation of numerous cellular functions including development and differentiation, cell cycle regulation, metabolism and apoptosis [4,5]. A large number of miRNAs are encoded by genes located in regions frequently exposed to changes in cancer cells [6] and alterations of miRNA expression levels have been associated with various types of cancer [7]. In addition, miRNA signatures of cancer have also in some cases been shown to correlate with the prognosis and progression of cancer [8]. By down-regulation of protein-encoding genes either promoting or inhibiting cell proliferation, several miRNAs have been shown to function as tumorsuppressors and oncogenes [5,8-11].

miR-143 is located at a fragile site often deleted in cancers [12] and has accordingly been found down-regulated in a number of cancers [13-22]. Furthermore, miR-143 overexpression has been demonstrated to have a growth inhibitory effect in several cell lines, indicating that loss of miR-143 expression could contribute to the development of cancer [13-15,18,22,23].

During development miR-143 expression has been reported to be induced during differentiation of adipocytes and vascular smooth muscle cells [24-26]. In vascular smooth muscle cells miR-143 inhibition was found to increase the proliferative potential 2-fold, but by itself miR-143 overexpression was not able to induce vascular smooth muscle differentiation [26]. This suggests that miR-143 may normally function to restrict the proliferative potential of differentiated cells, explaining why down-regulation or loss of miR-143 can contribute to the formation and/or growth of cancer.

To investigate the function of miR-143 as a putative tumorsuppressor, we sought to understand the mechanistic basis for the involvement of miR-143 in cancer by the identification of miR-143 targets. We chose to focus our study on colon cancer, since miR-143 has been frequently reported as down-regulated in colon cancers [14,15,17,18,20]. In order to identify miR-143 targets we used a microarray-based approach. Potential miR-143 targets were identified as genes containing miR-143 seed sites in the 3'UTRs that were down-regulated upon miR-143 overexpression. Here, we report that miR-143 targets and down-regulates the glycolytic enzyme hexokinase 2 (HK2) in colon cancer cell lines. Furthermore we show, that re-introduction of miR-143 leads to a decrease in lactate secretion, indicating that miR-143-mediated downregulation of HK2 impairs the rate of glycolysis.

## Methods

### Cell cultures and cell proliferation assays

Cells were cultured as previously described [27]. Overexpression of miR-143 was achieved by transient transfection with a miR-143 duplex that mimics the mature miR-143 duplex (PM10883; Ambion, Austin, TX, USA). Transfection with a scrambled negative control siRNA (1027281, Qiagen, GermantownMD, USA) was used as control. All transfections were carried out using Lipofectamine™ 2000 Transfection Reagent (11668-019, Invitrogen, Burlington, ON, Canada) according to the manufactures protocol using a final concentration of 50nM of oligonucleotides. Crystal violet assays were performed as previously described [27].

### Quantitative RT-PCR

Total RNA was isolated with TRIZOL (15596-026, Invitrogen) and treated with DNaseI (DNase-free kit™, AM1906, Ambion). Primer sequences used for quantitative PCR (Q-PCR) are listed in Additional file 1: Table S1. Hypoxanthine phosphoribosyltransfease (*HPRT*) or beta-actin (*ATCB*) served as housekeeping normalization controls. Mature miR-143 levels were quantified using TaqMan® MicroRNA Assay (4373134, Applied Biosystems, Austin, TX, USA) and normalized to the U6 small nuclear B non-coding RNA (4373381, Applied Biosystems).

### Microarray profiles

DLD-1 cells were transfected with miR-143 duplex or mock transfected in four biological replicates. Total RNA was isolated with TRIZOL 24 h after transfection. Affymetrix microarray analysis (HG-U133 Plus 2.0 human) was performed at the Microarray Center, Rigshospitalet, Copenhagen University Hospital as previously described [28]. Data processing and word analysis are described in a separate section below.

### Vector construction and reporter assays

The miR-143 luciferase reporter vector was cloned by inserting a site with perfect complementarity to miR-143 into HindIII/SpeI sites of pMIR-REPORT (AM5795, Applied Biosystems). Antisense and sense oligonucleotide sequences (with restriction overhangs indicated in lower case) are as follows:

miR-143 AS: 5'-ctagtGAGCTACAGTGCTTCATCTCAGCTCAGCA-3',

miR-143 S: 5'-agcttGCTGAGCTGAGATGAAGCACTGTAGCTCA-3',

3' UTR fragment of HK2 was PCR amplified from DLD-1 genomic DNA and cloned into the pGL3+ vector described previously [28]. The primer sequences used for PCR amplification were as follows (restriction sites indicated in lower case):

HK2 3'UTR BglII FW: 5'-GGGagatctGGAGGGATGAGAGTGGCTTA-3'

HK2 3'UTR XhoI RV: 5'-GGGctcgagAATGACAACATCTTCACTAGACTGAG-3'

The miR-143 8mer seed site, TCATCTCA, in the 3'UTR of HK2 was converted into TCATGACA using the QuikChange site-directed mutagenesis kit (Stratagene, La Jolla, CA, USA). Mutagenesis primers used were as follows:

HK2 mut FW: 5'-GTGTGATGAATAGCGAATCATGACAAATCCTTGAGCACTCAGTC-3'

HK2 mut RV: 3'-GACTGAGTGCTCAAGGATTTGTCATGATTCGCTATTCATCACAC-5'

Luciferase assays were performed as previously described [27]. Briefly, cells were co-transfected with indicated luciferase reporters and a *Renilla* normalization control, pRL-TK (E2241, Promega, Madison, WI, USA) vector alone or with miR-143 duplex or a scrambled negative control. Firefly and *Renilla* luminescence was measured 24 h after transfection using the Dual-Glo luciferase kit (E2940, Promega).

### HK2 siRNA knockdown experiments

Knockdown experiments were performed by transient transfection of HK2 siRNA using lipofectamine as described above. Cells were double transfected with 50nM siRNA for 6 h on two subsequent days and the cell lysates were harvested 48 h after the first transfection for protein and RNA extraction. The sequence of the HK2 siRNA is as previously published [29]: HK2 sense 5'-GGAUAAGCUACAAAUCAAA[dT][dT]-3',

### Antibodies and western blot analysis

For western blotting DLD-1 or HCT116 cells were double transfected for 6 h on two subsequent days. Cells were harvested 48 h after the first transfection, washed twice in PBS, and lysed in RIPA buffer (150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl at pH 8, 2 mM EDTA) containing protease inhibitor cocktail (04693124001, Roche, Basel, Switzerland)) and phosphatase inhibitors (1 mM NaVO_3_, 10 mM NaF and 1 mM β-glycerolphosphat). 30 μg protein/lane was separated on polyacrylamide gels, transferred to a nitrocellulose membrane and incubated with antibodies against HK2 (1:1000, 2106, Cell Signaling Technology, Danvers, MA, USA) or antibodies against Tubulin (ab11304, Abcam, Cambridge, MA, USA) serving as a loading control. Band intensities were quantified using TotalLab image analysis software.

### Lactate assay

DLD-1 cells were double transfected for 6 h on two subsequent days. To measure the secretion of lactate, media samples were removed in 6 h intervals following the addition of fresh media after the second transfection and stored at −80°C until measurement. Lactate was measured using the Lactate Acid Assay Kit (K607-100, BioVison, Mountain View, CA, USA).

### Analysis of microarray profiles, seed site enrichment and word analysis

The microarray data was processed as previously described [27]. Non-specific filtering was used to remove genes with low variance between arrays using a cutoff of 0.25. This left 1241 genes that were used for the following analysis. Differentially expressed genes were found using limma [30]. Genes with a FC above 1.1 or below −1.1 were used to define the up and down set, respectively. The no-change set was selected from genes with a logFC centered on 0. The microarray data has been deposited in the GEO database accession number GSE33420.

Seed site enrichment was calculated by scanning the 3'UTR sequences in the up, down and no-change sets for the presence of 6mer, 7mer, 7mer-A1 and 8mer seed sites.

We used Gene Set Enrichment Analysis (GSEA) to detect significantly enriched biological functions/pathways from the KEGG pathway [31], Biocarta pathway (http://www.biocarta.com) and MSigDB [32] databases for the down-regulated gene sets after over-expressing miR-143. GSEA can detect an overall change in a gene set for up- and down-regulated genes even though individual genes in the set may not be significantly differentially expressed. The analysis was based on expression fold changes between miR-143 and mock transfection of all genes on the array without any cutoffs, and p-value less than 0.01 was used for statistical significance. The package “gage” [33] in Bioconductor was used for the analysis.

For the word analysis we used a non-parametric statistical framework for scoring and ranking oligonucleotide words based on their overrepresentation in a ranked list of sequences as previously described [34].

### TCGA colorectal adenocarcinoma expression correlation

Data was obtained from the public open-access HTTP directory at the TCGA website (http://tcga-data.nci.nih.gov/) for the colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) projects. Level 3 normalized Agilent microarray mRNA expression data and miRNA expression sequencing data summarized for each mature miRNA was obtained for 184 colon and rectum adenocarcinoma samples.

## Results

To investigate the expression level of miR-143 in established cell lines, we profiled miR-143 expression level using Q-PCR in a number of selected cancer cell lines as well as non-tumourigenic cell lines (Additional file 2: Figure S1). As expected, the expression levels of miR-143 were extremely low or undetectable in all tested cancer cell lines. The highest expression levels were observed in the non-tumorigenic fibroblast cell lines BJ and Tig3. We chose to focus our further studies on the human colon cancer cell line DLD-1 since miR-143 expression was virtually absent from this cell line and thus mimics the situation reported in colon cancer tumors. To confirm previous findings that miR-143 inhibits cell growth we investigated the cell proliferation upon transient transfections with a miR-143 duplex. The effect of miR-143 duplex transfection in DLD-1 cells was confirmed by co-transfection of a luciferase reporter containing a perfect complementary site to the mature miR-143 (Additional file 2: Figure S2). As demonstrated by cell growth assays, overexpression of miR-143 resulted in a decreased cell proliferation (Figure 1).

**Figure 1:**
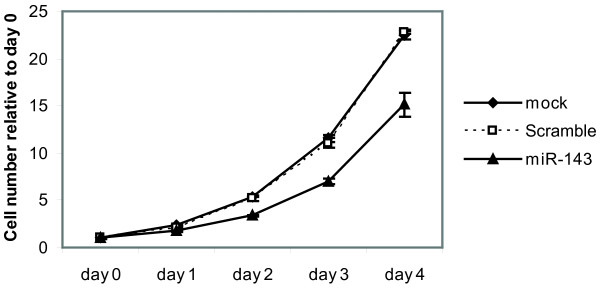
**miR-143 overexpression reduces the proliferative potential of DLD-1 cells.** DLD-1 cells transfected with miR-143 duplex exhibit a reduced cell proliferation as measured by crystal violet growth assay. Data are shown as the mean ± S.D. of four replicates. *, p < 0.005 using a two-tailed t-test, ***, p < 0.001 using a two-tailed t-test.

We next sought to identify functionally relevant targets that could explain the underlying role of miR-143 in cancer. To achieve this, DLD-1 cells were transfected with miR-143 duplex or mock transfected. 

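DLD-1 is a line of human colorectal adenocarcinoma cells. RNA was collected 24 h after transfection from 4 cultures that received 50 nM miR-143 duplex and from 4 mock-transfected cultures, and each culture was measured on its own array. No array of a scrambled duplex was used here, so the comparison is of duplex against no duplex. The genes with the lowest p-values on the lower side encode proteins of different kinds, among them the kinetochore protein ZWILCH and the keratin KRT80, and those on the higher side include the microRNA processing enzyme DICER1 and the chromatin protein HMGA2. By the deposited notes the authors made the log2 values with RMA, and the array medians lay near 7.2. A single gene symbol was carried by 41091 probe sets, and each of 19752 genes was represented by its probe set with the highest mean. When the 4 miR-143 arrays were compared with the 4 mock arrays by limma without pairing, 0 genes passed an adjusted p of 0.05, and the lowest adjusted p was 0.126. An unadjusted p under 0.05 was found for 477 genes, 336 of them lower and 141 higher, no more than chance gives among 19752 genes. All 4 miR-143 arrays lay below every mock array in 244 genes and above in 142, where chance gives 282 on each side. With array weights, limma called 36 genes lower and 20 higher, and after cyclic loess between the arrays it called 31 lower and 21 higher. With the replicate number taken as a pair limma called 123 genes lower and 33 higher. With each of the 4 pairs left out in turn there were 33 to 68 lower and 9 to 16 higher genes, and 29 lower and 9 higher genes passed in every one of these 4 fits. Replicate 4 of both groups stood apart from the other arrays on the first principal component, which held 66.9% of the variance, at 25.7 for miR-143 and 26.7 for mock against −18.8 to −4.3. Of the 101 genes of Table S3 with a probe set of a single gene, 99 had a probe set whose log2 fold change equalled the value in the table, within 5e-04, when mock replicate 4 was left out, and 0 had one with all 8 arrays. The paper's text gives 4 replicates per group and does not say that an array was left out, so such an omission is only a hypothesis. Values of the genes the paper names are therefore given first over the 7 arrays without mock replicate 4 and then over all 8. Those 7 arrays keep miR-143 replicate 4, which stood apart like its partner. Without mock replicate 4, limma without pairing called 0 genes, and the lowest adjusted p was 0.0751. An unadjusted p under 0.05 was found for 562 genes, 286 lower and 276 higher, again no more than chance gives. The number of arrays limits the precision of every value.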

Total RNA was harvested 24 h post-transfection and analyzed on Affymetrix HG-U133 Plus 2.0 human arrays.

To determine whether genes down-regulated by miR-143 were related to specific cellular functions, we performed a search for enriched functional annotations as derived from KEGG and BioCarta pathway databases. In KEGG pathways, down-regulated gene sets were enriched in cell cycle (p-value = 3·10^−9^), glutamate metabolism (p-value = 3·10^−4^), N-glycan biosynthesis (p-value = 2·10^−3^) and glycolysis/gluconeogenesis (p-value = 0.01) (Table 1). 

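Genes of glutamate metabolism and of the cell cycle lay lower in miR-143-transfected cells in the paired comparison, glycolytic genes did so by a smaller margin, and genes of N-glycan biosynthesis did not pass the test. These calls were made by camera at a preset correlation on lists written for this work, which stand in for the paper's sets and test. None held with an estimated correlation (with pairing adjusted p = 0.325 for glutamate metabolism and the cell cycle and 0.463 for glycolysis, and without pairing 0.987 for each). In glutamate metabolism 17 of 23 measured genes had a negative log2 fold change, with a median of −0.066, and 3 fell with pairing (6 when adjusted over the list alone). These were ABAT, which breaks down the transmitter GABA, and the tRNA synthetases EPRS1 and EARS2, which charge tRNA with glutamate for protein synthesis. ABAT averaged 9.72 ± 0.08 (SD, n = 4) on the log2 scale with miR-143 and 10.26 ± 0.14 (SD, n = 4) in mock, a log2 fold change of −0.54 (standard error 0.058, adjusted p = 0.0013 from limma with pairs). EARS2 had a log2 fold change of −0.55 (adjusted p = 0.0013 from limma with pairs), and both calls held with any pair left out. ABAT lay lowest in miR-143 replicate 3, at 9.60 against 9.75 to 9.77 in the other miR-143 arrays. Of 109 cell cycle genes 81 were negative, with a median of −0.049, and 3 were lower and 1 higher with pairing (9 and 3 when adjusted over the list alone). The lower genes were the mitotic kinase CDK1, the pocket protein RBL1 and the origin recognition subunit ORC3, and the higher one was CDK6, a kinase of the G1 phase. CDK1 had a log2 fold change of −0.32 (standard error 0.057, adjusted p = 0.0298 from limma with pairs) and CDK6 one of 0.37 (standard error 0.050, adjusted p = 0.00684 from the same test). Replicate 4 lay at the top of CDK6's miR-143 arrays, at 9.87 against 9.55 to 9.57 in the others. Among 47 genes of glycolysis and gluconeogenesis 36 were negative, with a median of −0.041, and HK2 and PGK1, the phosphoglycerate kinase, were lower with pairing (2 also when adjusted over the list alone). PGK1 had a log2 fold change of −0.26 (standard error 0.048, adjusted p = 0.0374 from limma with pairs), and replicate 4 lay highest in both of its groups, at 13.26 and 13.52 against 12.79 to 13.08. The log2 fold change of PGK1 was −0.139 without mock replicate 4 and −0.253 without pair 4. Of 45 genes of N-glycan biosynthesis 33 were negative, with a median of −0.045. The only one called, also when adjusted over the list alone (1), was MGAT4A, a branching enzyme, which was higher, with a log2 fold change of 0.27 (standard error 0.048, adjusted p = 0.0298 from limma with pairs).
The lists were compared with all other genes by camera with a preset correlation of 0.01, and genes were not matched for level. The 4 lists had mean levels of 9.59 to 10.32, above the array medians. The median log2 fold change was −0.0295 over genes above the median level and −0.0091 over all genes. A shift that goes with level is thus not separated from a shift of a list. Without pairing the adjusted p was 0.0364 for glutamate metabolism, 0.0587 for the cell cycle, 0.141 for glycolysis and 0.18 for N-glycan biosynthesis, and with pairing it was 2.68e-04, 0.00349, 0.0303 and 0.065. A list of housekeeping genes lay as low, with 10 of 12 negative and a median of −0.082 (adjusted p = 0.233 without pairing and 0.0206 with pairing, and with pairing adjusted p = 0.325 with an estimated correlation), and PGK1 was the 1 gene of it called. The housekeeping call with pairing ended without pair 2 or 3 (adjusted p = 0.0538 and 0.0526) and held without pair 1 or 4 (0.0454 and 0.0241). Without mock replicate 4 the housekeeping median was 0.051 (adjusted p = 0.614 without pairing). None of the 4 lists of the first sentence passed over the 7 arrays without mock replicate 4, where the medians were positive, at 0.018 for glutamate metabolism (adjusted p = 0.614, where the test pointed down), 0.019 for the cell cycle (adjusted p = 0.263), 0.023 for glycolysis (adjusted p = 0.935) and 0.029 for N-glycan biosynthesis (adjusted p = 0.562). The call of glutamate metabolism without pairing also ended without miR-143 replicate 1, 2 or 3 (adjusted p = 0.135, 0.149 and 0.467) and that of glycolysis with pairing without pair 2 or 3 (0.248 and 0.344), while those of glutamate metabolism and the cell cycle with pairing held with any pair left out. The 7 arrays keep miR-143 replicate 4, which stood apart like its partner. With pair 4 left out the medians were negative, at −0.124 for glutamate metabolism, −0.042 for the cell cycle and −0.047 for glycolysis. They were −0.053 for N-glycan biosynthesis and −0.064 for the housekeeping genes. Among single genes, the call of CDK1 ended without pair 1, 3 or 4 (adjusted p = 0.153, 0.165 and 0.16), that of RBL1 without pair 2 or 4, that of CDK6 without pair 3 (0.0565), and those of MGAT4A (0.113 to 0.166) and PGK1 (0.0942 to 0.193) with each pair left out. With the mean over all probe sets of a gene the calls with pairs of EARS2 (adjusted p = 0.111), CDK1 (0.239), RBL1 (0.368), CDK6 (0.165), PGK1 (0.167) and MGAT4A (0.55) ended, while that of ABAT remained (0.0208). Such a mean can take in dim probe sets, so a lost call does not by itself speak against the brightest one.

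**Figure D1:**
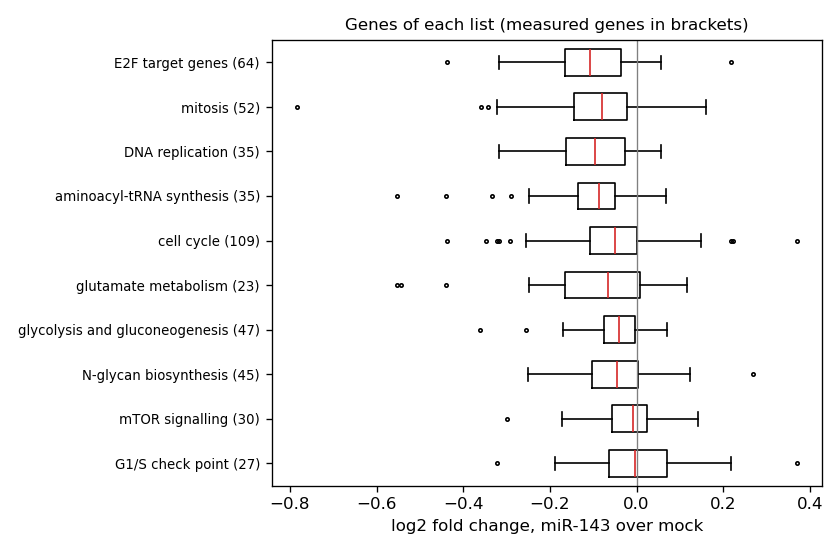
Log2 fold change of miR-143 over mock for the measured genes of 10 lists over all 8 arrays. Boxes span the quartiles with the median in red, whiskers reach the farthest gene within 1.5 times the interquartile range and circles are genes beyond. The medians run from −0.108 for E2F target genes to −0.004 for the G1/S check point, and without mock replicate 4 those of the cell cycle, glutamate metabolism, glycolysis, N-glycan, mTOR and G1/S lists are positive. With pair 4 left out the medians of these lists are negative, from −0.124 for glutamate metabolism to −0.015 for the G1/S check point.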

In BioCarta pathways, down-regulated gene set were enriched in the mTOR signalling pathway (p-value = 7·10^−5^) and the G1/S check point pathway (p-value = 5·10^−3^) (Table 2).

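Neither genes of mTOR signalling, the pathway that couples nutrients to protein synthesis, nor regulators of the G1/S transition passed as a group by camera. Both lists were written for this work and stand in for the paper's sets and test. The paper's own sets were not tested. Of 30 measured mTOR genes 16 had a negative log2 fold change, with a median of −0.007, and the only one called with pairing was DDIT4, an inhibitor of mTOR complex 1 (1 lower gene also when adjusted over the list alone). DDIT4 averaged 7.89 ± 0.12 (SD, n = 4) with miR-143 and 8.19 ± 0.12 (SD, n = 4) in mock, a log2 fold change of −0.30 (standard error 0.047, adjusted p = 0.0151 from limma with pairs). Of 27 G1/S genes 16 were negative, with a median of −0.004 and a mean of 0.001, the sign in which the test also pointed. CDK1 was lower and CDK6 higher among them (1 and 2 when adjusted over the list alone). The phosphatase CDC25A, which activates cyclin-dependent kinases, had a log2 fold change of 0.22 (standard error 0.050, adjusted p = 0.0842 from limma with pairs). By camera the adjusted p was 0.953 for mTOR signalling and 0.733 for G1/S without pairing, and 0.713 and 0.649 with pairing. Without mock replicate 4 the medians were 0.054 and 0.039, each with an adjusted p of 0.106. With pair 4 left out they were −0.021 and −0.015. The call of DDIT4 ended with each pair left out (adjusted p = 0.0715 to 0.104).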

**Table 1:** Enriched KEGG pathways among miR-143 down-regulated gene sets

**KEGG Pathway**	**P-value**
Cell cycle	3.12^.^10^-9^
Ubiquitin mediated proteolysis	8.99^.^10^-7^
Ribosome	1.89^.^10^-6^
Aminoacyl-tRNA biosynthesis	3^.^10^-6^
Parkinson's disease	4^.^10^-6^
Pyrimidine metabolism	1^.^10^-5^
Adherens junction	2^.^10^-5^
DNA replication	2^.^10^-5^
Proteasome	3^.^10^-5^
Glutamate metabolism	3^.^10^-4^
Thyroid cancer	8^.^10^-4^
Pathogenic Escherichia coli infection - EHEC	2^.^10^-9^
N-Glycan biosynthesis	0002
Base excision repair	0.002
Vibrio cholerae infection	0.003
p53 signaling pathway	0.003
Huntington's disease	0.004
Lysine degradation	0.004
Regulation of actin cytoskeleton	0.007
Wnt signaling pathway	0.008
Biosynthesis of unsaturated fatty acids	0.008
Glycolysis / Gluconeogenesis	0.01

**Table 2:** Enriched BioCarta pathways among miR-143 down-regulated gene sets

**BioCarta Pathway**	**P-value**
HIV-I Nef: negative effector of Fas and TNF	2.42^.^10^-6^
mTOR Signaling Pathway	7.43^.^10^-5^
Ras-Independent pathway in NK cell-mediated cytotoxicity	3.27^.^10^-4^
The IGF-1 Receptor and Longevity	1.00^.^10^-3^
Inhibition of Cellular Proliferation by Gleevec	2.70^.^10^-3^
Role of ERBB2 in Signal Transduction and Oncology	2.85^.^10^-3^
Cell Cycle: G1/S Check Point	5.09^.^10^-3^

In addition we also performed a search for enriched transcription factor and miR-143 binding motifs among miR-143 down-regulated genes. The second most significantly enriched motif in the down-regulated gene set was the miR-143 seed site (p-value = 7·10^−10^), while the most significantly enriched motif was binding site of the transcription factor E2F (Additional file 3: Table S2).

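Target genes of E2F, the transcription factor family that drives entry into S phase, were the list with the lowest p among the 50 tested without pairing, and they lay lower with miR-143 together with genes of DNA replication and mitosis over all 8 arrays by camera at a preset correlation. With an estimated correlation no call of the 3 lists held (adjusted p = 0.987 with an estimated correlation without pairing and 0.325 with pairing for each), nor did one without mock replicate 4, where the medians were −0.027, about 0 and −0.004 (adjusted p = 0.224, 0.691 and 0.801 without pairing). With pair 4 left out the medians were −0.106, −0.098 and −0.084. The lists were written for this work, and camera did not match their genes to others by level. Of 64 measured E2F targets 53 had a negative log2 fold change, with a median of −0.108. With pairing 1 of them fell on its own, RBL1, a pocket protein that binds E2F, while 18 were lower and 1 higher when adjusted over the list alone. RBL1 averaged 7.94 ± 0.19 (SD, n = 4) with miR-143 and 8.38 ± 0.05 (SD, n = 4) in mock, a log2 fold change of −0.44 (standard error 0.068, adjusted p = 0.0142 from limma with pairs). Of 35 DNA replication genes 28 were negative, with a median of −0.096, and limma called 0 of them with pairing (9 lower when adjusted over the list alone). Without pairing 1 of the 35 was lower at an unadjusted p under 0.05. PRIM1, the primase that starts new DNA strands and a member of both lists, had a log2 fold change of −0.24 (standard error 0.053, adjusted p = 0.0755 from limma with pairs). Of 52 mitosis genes 42 were negative, with a median of −0.080, and CDK1, ZWILCH and HMMR were lower with pairing (4 when adjusted over the list alone). HMMR, a spindle protein, had a log2 fold change of −0.36 (standard error 0.060, adjusted p = 0.0227 from limma with pairs). By camera the adjusted p was 1.22e-05 for E2F targets, 0.00394 for DNA replication and 0.00128 for mitosis without pairing, and 2.19e-09, 6.32e-06 and 6.32e-06 with pairing. With miR-143 replicate 3 left out the adjusted p was 0.0729, 0.298 and 0.298 without pairing, while the calls with pairing held with any pair left out. The call of RBL1 ended without pair 2 or 4 (0.09 and 0.116), that of HMMR without pair 1, 3 or 4 (0.125 to 0.146) or with the mean of all its probe sets (0.0904).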

Seed site enrichment analysis of seed sites present in the 3'UTRs of transcripts showed a very significant enrichment of miR-143 seed sites among the down-regulated transcripts (Figure 2A). In this analysis we grouped the 3'UTRs into down-regulated (FC < −1.1), no-change (genes with FC centred on 0) and up-regulated (FC > 1.1) (Figure 2A). 

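Genes grouped by fold change in these arrays fell into a larger lower set and a smaller higher set. With a fold change of 1.1 as the limit and genes with an interquartile range above 0.25 kept, as a reading of the filter, 1764 genes were left, of which 382 lay in the lower set and 60 in the higher set. The lower set had a mean log2 fold change of −0.257 and held 101 genes that fell in the paired comparison by limma. The higher set had a mean of 0.290 and held 24 genes that rose in it. As many genes as in the lower set, taken with the smallest changes, had a mean of −0.003. With a standard deviation above 0.25 as the filter 1236 genes were left, 260 in the lower set with a mean of −0.270 and 32 in the higher set with a mean of 0.312. For the 7 arrays without mock replicate 4, with the probe set of largest interquartile range for each gene, 1349 genes were left, and the sets were closer in size, at 247 lower genes with a mean of −0.268 and 196 higher genes with a mean of 0.241. Seed sites were not counted, since no 3'UTR sequences were used here.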

The p-values for the enrichment of miR-143 seed sites (including 7mer, 7mer-1A and 8mer sites) were 3.4·10^−19^ when considering the down-regulated transcripts vs. up-regulated transcripts and 5.8·10^−28^ when considering down-regulated transcript vs. no change transcripts. This was also the case when the seed site enrichment was evaluated by two alternative methods of calculating the seed site enrichment, either as seed site occurrences after correcting the up, down and no-change sets to the same size or as seed site occurrences calculated per kb (Additional file 2: Figure S3A and S3B).

**Figure 2:**
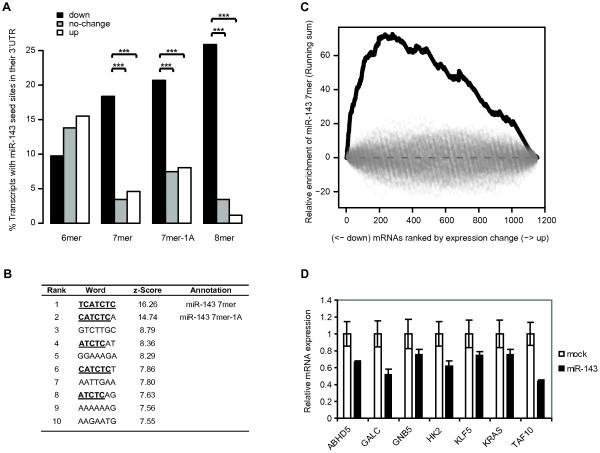
**Microarray based identification of miR-143 targets.** A, The percentages of genes in the up, down and no-change sets with seeds sites in their 3′UTRs. Seed sites were mutually exclusive. Mean log fold-changes were 0.193, −0.004 and −0.249 for the up, down and no-change sets, respectively. The p-values are calculated testing the null hypothesis that the percentages of genes with seed sites are the same for the down-regulated and the up-regulated genes (down vs. up) or the down-regulated genes compared to the no-change genes (down vs. no-change). P-values for 7mer seed site enrichment were 1.2·10 ^−4^ (down vs. up) and 3.5·10 ^−6^ (down vs. no-change). P-values for 7mer-1A seed site enrichment were 1.4·10 ^−3^ (down vs. up) and 1.8·10 ^−4^ (down vs. no-change). P-values for 8mer seed site enrichment were 2.7·10 ^−11^ (down vs. up) and 2.2·10 ^−16^ (down vs. no-change). B, Enriched 7mer words in the 3′UTRs of down-regulated transcripts. Z-scores were calculated as previously described [34]. C, An example of the unbiased word analysis (based on the 1241 genes left after non-specific filtering) showing the running sum of the overrepresentation score for the miR-143 7mer seed site TCATCTC in the list of 3′UTR sequences ranked according to their fold-change (black line) compared to permutations of the ranked gene list (grey lines). D, Quantitative RT-PCR validation of the microarray data. DLD-1 cells were transfected with miR-143 duplex or mock transfected and total RNA harvested 24 h post-transfection. The 3′UTRs of *ABHD5* and *TAF10* do not contain any miR-143 seed matches, but both genes contain a 8mer seed match in their coding region. All other miR-143 responsive genes contain at least one 7mer seed site in their 3′UTR. The expression level of each transcript data was normalized to *HPRT* and is shown relative to the level in mock transfected cells. Data are shown as the mean ± S.D. of three replicates.

In addition to seed site enrichment analysis, we also performed an unbiased word analysis of words present in 3’UTRs of transcripts ranked according to their FC. The 7mer and the 7mer-1A seed sites of miR-143 were identified as the most significantly enriched 7mer words in the 3'UTRs of transcripts down-regulated after miR-143 overexpression (Figure 2B). Sequence variations of the miR-143 seed site were also among the highest scoring words. Similarly, a 6mer word analysis indentified the miR-143 6mer seed site as the most enriched 6mer word in 3'UTRs of down-regulated transcripts (Additional file 2: Figure S4). The overrepresentation of miR-143 seed sites in 3'UTRs of down-regulated transcripts can be visualized by plotting the running sum of the overrepresentation scores of the seed sites in transcripts ranked according to their logFC. As seen in Figure 2C the overrepresentation scores of the miR-143 7mer seed site are highest among 3'UTRs of down-regulated transcripts (black line). This was not the case, when the same analysis was performed for 100 permutations of the ranked transcript list (grey lines).

As miR-143 possesses a tumor-suppressor function, we would expect a down-regulation of oncogenes and genes promoting cell proliferation upon miR-143 overexpression. Putative miR-143 targets, defined as genes down-regulated upon miR-143 overexpression with a FC < −1.1 and containing either a least one 7mer, 7mer-1A or 8mer seed site in their 3'UTR are listed in Additional file 4: Table S3. 

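The genes of Table S3, which is the paper's list of putative targets, lay lower with miR-143 in nearly all cases. Of the 101 listed genes with a probe set of a single gene, 97 had a negative log2 fold change over all 8 arrays, with a median of −0.32, and 94 did without mock replicate 4, with a median of −0.23, while 57 fell in the paired comparison by limma. This list was chosen on these samples, so its direction is not independent evidence. KRT80, a keratin of epithelial cells, had a log2 fold change of −0.75 over the 7 arrays without mock replicate 4 (adjusted p = 0.242 from limma without pairing). With all 8 arrays its value was −0.84 (standard error 0.057, adjusted p = 5.66e-05 from limma with pairs), with 8.57 ± 0.18 (SD, n = 4) against 9.41 ± 0.26 (SD, n = 4) and 9.70 in mock replicate 4. ZWILCH, which belongs to the complex that recruits dynein to kinetochores, had −0.70 over the 7 arrays (adjusted p = 0.216 without pairing) and −0.78 over all 8 (standard error 0.053, adjusted p = 5.66e-05 from limma with pairs). GOLM1, a membrane protein of the Golgi, had −0.62 over the 7 arrays (adjusted p = 1 without pairing) and −0.74 over all 8 (standard error 0.049, adjusted p = 5.66e-05 from limma with pairs). GXYLT1, a xylosyltransferase, had −0.63 and −0.67 (adjusted p = 4.67e-04 from limma with pairs over all 8). CRLF3 had −0.50 and −0.52 (adjusted p = 9.42e-04 with pairs), and the mitochondrial ornithine carrier SLC25A15 had −0.53 and −0.61 (adjusted p = 4.27e-04 with pairs), while Table S3 gives −0.28, the value of its other probe set over the 7 arrays. Without pairing the smallest adjusted p among the listed genes over all 8 arrays was 0.135, with 52 genes at an unadjusted p under 0.05. Outside the list, 66 further genes were lower with pairing, among them the kinase HIPK2 with a log2 fold change of −0.40 (standard error 0.048, adjusted p = 0.00305 from limma with pairs, and 0.357 with the mean of all its probe sets).
On the higher side the gene with the lowest p without pairing was YOD1, a deubiquitinating enzyme, with 10.48 ± 0.06 (SD, n = 4) against 9.77 ± 0.17 (SD, n = 4), a log2 fold change of 0.71 (standard error with pairs 0.060, adjusted p = 3.86e-04 from limma with pairs and 0.126 without). HMGA2, a chromatin protein of embryonic tissues and tumors, had 0.84 (standard error 0.053, adjusted p = 5.66e-05 from the same test), although the mean over all its probe sets was 0.072 (adjusted p = 0.572 with pairs). DICER1, which makes mature microRNAs, had 0.66 (standard error 0.063, adjusted p = 5.89e-04), and OSTM1, a lysosomal protein, had 0.51 (standard error 0.056, adjusted p = 0.0013). For both the mean over all probe sets did not pass with pairs, at 0.23 (adjusted p = 0.0947) for DICER1 and 0.22 (adjusted p = 0.135) for OSTM1. Such a mean can take in dim probe sets. These 4 genes passed with any pair left out, and their adjusted p without pairing was 0.126 to 0.222.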

Among the down-regulated genes containing miR-143 seed sites in their 3'UTRs we found a number of genes that have previously been implicated in tumorigenesis. This include the Steroid 5-alpha-reductase SRD5A1, the CCR4-NOT component RQCD1 and the Rab11 effector protein RAB11FIP1 which have all been reported as up-regulated in breast cancers [35-37]. 

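SRD5A1, which reduces testosterone to dihydrotestosterone, lay lower in miR-143-transfected cells and fell in the paired comparison, while the CCR4-NOT subunit CNOT9 (RQCD1) and RAB11FIP1, which acts in endosome recycling, lay lower by less and did not pass with the probe set of highest mean. SRD5A1 had a log2 fold change of −0.41 over the 7 arrays without mock replicate 4 (standard error 0.087, adjusted p = 0.569 from limma without pairing). Over all 8 arrays it averaged 9.65 ± 0.12 (SD, n = 4) against 10.04 ± 0.12 (SD, n = 4) in mock, with 9.97 in mock replicate 4, a log2 fold change of −0.39 (adjusted p = 0.00812 from limma with pairs and 0.471 without). CNOT9 had −0.20 over the 7 arrays and −0.26 over all 8 (standard error with pairs 0.058, adjusted p = 0.0813 with pairs and 1 without), and mock replicate 4 was at 9.57. Its probe set of largest interquartile range, a choice made after seeing the values, had −0.36 over the 7 arrays, as in Table S3, and −0.35 over all 8 (adjusted p = 0.0322 with pairs). RAB11FIP1 had −0.15 over the 7 arrays and −0.22 over all 8 (standard error with pairs 0.048, adjusted p = 0.0671 with pairs and 1 without), and mock replicate 4 was at 9.70. All 3 genes were lower in 4 of 4 pairs. The call of SRD5A1 ended without pair 3 or 4 (adjusted p = 0.0664 and 0.0695), and the mean over all its probe sets was −0.16 (adjusted p = 0.171 with pairs).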

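SEMA5A, a semaphorin that guides growing axons, fell with miR-143 in the paired comparison, and KLF5, a transcription factor of intestinal epithelium, did not pass a test. SEMA5A had a log2 fold change of −0.31 over the 7 arrays without mock replicate 4 (standard error 0.12, adjusted p = 1 from limma without pairing). Over all 8 arrays it averaged 8.30 ± 0.23 (SD, n = 4) against 8.69 ± 0.16 (SD, n = 4) in mock, a log2 fold change of −0.39 (standard error 0.061, adjusted p = 0.0143 from limma with pairs), and mock replicate 4 was at 8.91. KLF5 had −0.14 over the 7 arrays and −0.15 over all 8 (standard error 0.073, adjusted p = 0.582 with pairs), was lower in 3 of 4 pairs and measured 10.67 in mock replicate 4. With single arrays left out its value ran from −0.206 (without miR-143 replicate 3) to −0.068 (without miR-143 replicate 4). A less bright KLF5 probe set, the one of largest interquartile range, had a log2 fold change of −0.39 over all 8 arrays (adjusted p = 0.341 with pairs). Over the 7 arrays it had −0.30, as in Table S3, a choice of probe set made after seeing the values. The paper lists Q-PCR primers for KLF5 and reports that every transcript chosen for Q-PCR was lower. The call of SEMA5A ended without pair 1, 3 or 4 (adjusted p = 0.0904, 0.101 and 0.0536).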

Other miR-143 responsive genes with a miR-143 seed site in their 3'UTR were *SEMA5A*, *SLC35B2* and *KLF5* which have all been shown to be up-regulated in cancers and to promote cell proliferation [38-41]. Among the putative miR-143 targets we also found the deubiquitinating enzyme USP22, which have been reported to be associated with a poor prognosis of colorectal cancer [42] and invasive breast cancer [43]. In addition we also observed a reduced expression of the glycolytic enzyme *hexokinase 2* (*HK2*) upon miR-143 overexpression. 

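USP22, a deubiquitinating enzyme that acts on histones, lay lower with miR-143 in 4 of 4 pairs but did not pass a test on these arrays. Its log2 fold change was −0.19 over the 7 arrays without mock replicate 4 (standard error 0.20, adjusted p = 1 from limma without pairing). Over all 8 arrays the mean was 9.79 ± 0.42 (SD, n = 4) with miR-143 and 10.11 ± 0.25 (SD, n = 4) in mock, a log2 fold change of −0.31 (standard error 0.087, adjusted p = 0.186 from limma with pairs). Mock replicate 4 was at 10.47, and the mean over all USP22 probe sets gave −0.10.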

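HK2 was lower in miR-143-transfected cells in every pair of cultures. Over the 7 arrays without mock replicate 4 its log2 signal was 10.44 ± 0.30 (SD, n = 4) with miR-143 and 10.69 ± 0.10 (SD, n = 3) in mock, a log2 fold change of −0.25 (standard error 0.15, adjusted p = 1 from limma without pairing). An exact permutation test over the 35 arrangements of these arrays gave p = 0.2 (two-sided, n = 4 and n = 3), where the smallest possible p is 0.0286. With all 8 arrays the mock mean was 10.80 ± 0.23 (SD, n = 4), with mock replicate 4 at 11.13, and the log2 fold change was −0.36 (standard error 0.158 without pairing and 0.051 with pairs), which is a fold of 0.778. The differences within pairs 1 to 4 were −0.43, −0.38, −0.38 and −0.25. With pairing HK2 passed the test (adjusted p = 0.00787 from limma), and without pairing it did not (adjusted p = 1). The exact permutation test over all 70 arrangements of the 8 arrays gave p = 0.114 (two-sided), and exact sign flips of the 4 pairs gave p = 0.125, which is the smallest p that 4 pairs allow.
The call rested on the bright probe set, at a mean of 10.62, since those of mean 7.71 and 7.04 had log2 fold changes of 0.056 and −0.071, and the mean over all 3 was −0.13 (adjusted p = 0.349 with pairs). It also ended without pair 1, 2 or 3 (adjusted p = 0.0581, 0.0577 and 0.0587). The paper states a reduced expression of HK2, and because of the reported role of HK2 in tumor growth it asks whether the lower HK2 could account for part of the tumor suppressor function of miR-143. To find whether HK2 is a direct target, it tests the 3'UTR with its 8mer site in a luciferase reporter.

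**Figure D2:**
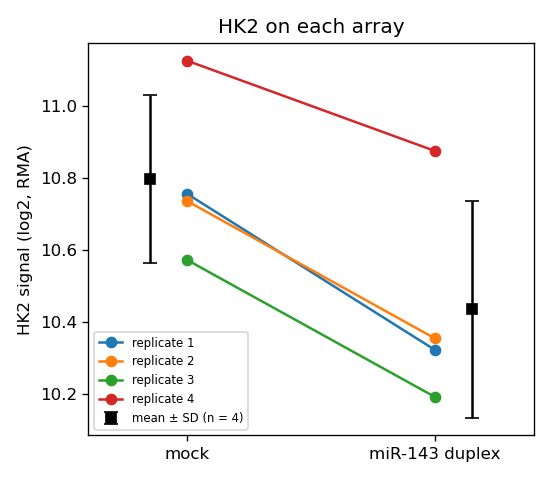
HK2 log2 signal (RMA) on each of the 8 arrays, with lines joining cultures of the same replicate number. Squares and bars are the mean and SD of 4 arrays. The lines fall by 0.251 to 0.434, and replicate 4 lies highest in both groups, at 10.876 and 11.127.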

HK2 catalyzes the first step of glycolysis by phosphorylation of glucose into glucose-6-phosphate. HK2 is often found upregulated in cancer and facilitates a high rate of glucose metabolism necessary for tumor growth [44].

Among genes motioned above, three genes have also been predicted by a target prediction model built on 12 transfection datasets with good prediction posterior probabilities and low FDR (<25%) [45]. This includes HK2 (posterior probability = 0.93; adjusted p-value = 0.17), RAB11FIP1 (posterior probability = 0.92; adjusted p-value = 0.17) and SEMA5A (posterior probability = 0.9; adjusted p-value = 0.22). This adds supportive evidence that these genes are direct targets of miR-143 beyond a simple seed match search.

As a validation of the microarray data we selected 7 transcripts identified as down-regulated by miR-143 in the microarray analysis for Q-PCR validation. 

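On the arrays the transcripts ABHD5, GALC, GNB5 and TAF10, which Figure 2D takes up by Q-PCR, were lower with miR-143 in the paired comparison. GALC, a lysosomal enzyme that breaks down galactolipids, had a log2 fold change of −0.50 over the 7 arrays without mock replicate 4 (adjusted p = 0.765 from limma without pairing). Over all 8 arrays it averaged 9.76 ± 0.21 (SD, n = 4) against 10.37 ± 0.26 (SD, n = 4), a log2 fold change of −0.61 (standard error 0.049, adjusted p = 2.85e-04 from limma with pairs), with 10.71 in mock replicate 4. GNB5, a G protein beta subunit, had −0.38 over the 7 arrays (adjusted p = 0.275 without pairing) and −0.45 over all 8 (standard error 0.050, adjusted p = 0.00139 with pairs), with 8.86 in mock replicate 4. ABHD5, the activator of the lipase that opens lipid droplets, had −0.41 over the 7 arrays (adjusted p = 0.59 without pairing) and −0.46 over all 8 (standard error 0.056, adjusted p = 0.00327 with pairs), with 9.51 in mock replicate 4. TAF10, a subunit of the general transcription factor TFIID, had −0.37 over the 7 arrays (adjusted p = 1 without pairing) and −0.59 over all 8 (standard error 0.068, adjusted p = 0.00197 with pairs), with 12.54 in mock replicate 4. The calls of these 4 genes held with any pair left out. With the mean over all probe sets of a gene, those of ABHD5 (adjusted p = 0.135 with pairs), GNB5 (0.223) and TAF10 (0.25) ended, while that of GALC remained (0.00759). For TAF10 this mean takes in dim probe sets, at levels of 7.33 and 6.92 beside 11.58 for the one used. The lost call there says little about the bright probe set. GNB5 also had probe sets at 8.33 and 8.11, near its 8.41, with log2 fold changes of −0.193 and −0.039. HPRT1, to which the Q-PCR was normalized, had a log2 fold change of −0.013 over the 7 arrays and −0.079 over all 8 (standard error 0.051, adjusted p = 0.683 with pairs), 0.002 after cyclic loess between the arrays, and its miR-143 replicate 4 was at 12.65 against 12.48 to 12.50 in the others.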

All 7 transcripts including *HK2* were found to be down-regulated, confirming the microarray data (Figure 2D). In accordance with previous reports we also find *KRAS* downregulated upon miR-143 overexpression (Figure 2D) [15]. *KRAS* was also found down-regulated in the microarray analysis but because it had a borderline logFC of −0.14, it is not included in our list of potential miR-143 targets as listed in Additional file 4: Table S3.

Due to HK2’s reported role in promoting tumor growth we wanted to investigate if the tumorsuppressor function of miR-143 can in part be accounted for due to its down-regulation of HK2. To investigate the role of miR-143 mediated regulation of HK2, we firstly wanted to determine whether HK2 is a direct target of miR-143. The 3'UTR of *HK2* contain a 8mer seed site for miR-143 (Figure 3A). To determine if miR-143 directly regulates *HK2* through binding to its 3'UTR, 3'UTR luciferase reporter constructs were cloned containing 789 base-pair UTR fragments. Overexpression of miR-143 resulted in a significant decrease of the luciferase activity (p-value < 0.002) of a construct holding the wild-type 3'UTR of *HK2* (Figure 3B). This regulation was alleviated when two nucleotides in the seed site had been mutated (Figure 3B), indicating that the miR-143 directly regulates *HK2*. Western blot analysis further confirmed that miR-143 overexpression lead to a down-regulation of HK2 protein levels in both DLD-1 and HCT116 colon cancer cells (Figure 3C). The effect of miR-143 overexpression in HCT116 cells measured by a miR-143 luciferase reporter was similar to that observed in DLD-1 cells (Additional file 2: Figure S2B). Notably the endogenous protein level of HK2 in DLD-1 cells is considerably higher than in HCT116 cells, but nevertheless miR-143 overexpression lead to a downregulation of HK2 protein levels in both cell lines.

**Figure 3:**
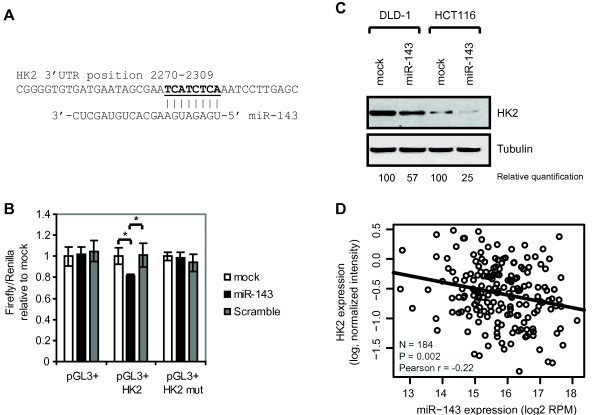
**miR-143 downregulates HK2.** A, Sequence alignment of the miR-143 seed region and HK2 3′UTR. (ENSG00000159399) B, Luciferase assay with pGL3+ constructs holding a 789 bp 3′UTR fragment of *HK2* downstream to the firefly luciferase gene. DLD-1 cells were co-transfected with firefly luciferase reporters along with a *Renilla* luciferase transfection control plasmid either alone (mock) or with miR-143 duplex and scrambled duplex as a negative control. Data are shown as the mean ± S.D. of four replicates. *, p < 0.005 using a two-tailed t-test. C, Western blot analysis of DLD-1 and HCT116 cells transfected with miR-143 duplex or mock transfected cells blotted for HK2. Tubulin was used as loading control. The bands were normalized relative to the tubulin loading control and quantified relative to the HK2 protein level in mock transfected cells. D, miR-143 and *HK2* are negatively correlated in TCGA colorectal adenocarcinoma. Linear Pearson correlation between miR-143 expression and *HK2* expression in 184 colon and rectum adenocarcinoma samples.

To further strengthen the connection between miR-143 and HK2 we surveyed the expression levels of both miR-143 and *HK2* in data from The Cancer Genome Atlas (TCGA) consortium. TCGA is currently profiling the genomes of a large cohort of colon and rectum adenocarcinomas. We found a significant negative correlation between miR-143 and *HK2* (P = 0.002, r = −0.22, Pearson correlation) in 184 public TCGA colorectal adenocarcinoma tumor samples with miRNA and mRNA expression data available (Figure 3D). This observation supports that miR-143 could target and repress *HK2* expression *in-vivo* and that *HK2* expression could be upregulated in a subset of tumors due to lower levels of miR-143.

To investigate the effect of HK2 on cellular growth, we performed cell proliferation assay upon siRNA-mediated knockdown of HK2. HK2 knockdown was verified on both mRNA and protein level in DLD-1 cells (Figure 4A and B). We found that, in a similar manner to miR-143 overexpression, HK2 siRNA mediated knockdown also resulted in a reduced cell proliferation (Figure 4C).

**Figure 4:**
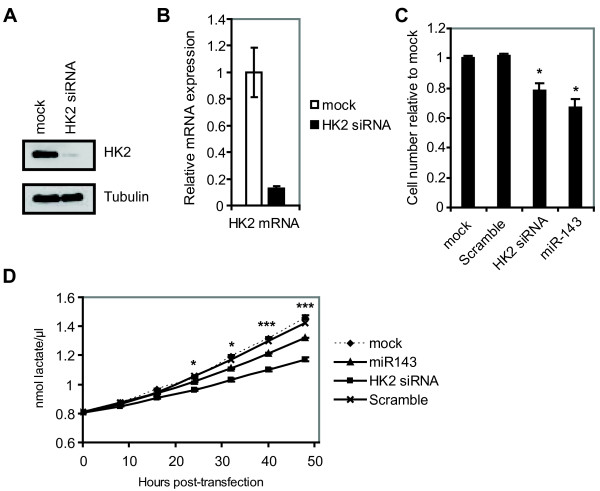
**Knockdown of HK2 as well as miR-143 overexpression results in decreased lactate secretion.** A, Verification of HK2 knockdown on protein level. Cells were transfected on two consecutive days with HK2 siRNA and protein was harvested 48 h after the first transfection. Tubulin was used as loading control. B, Verification of *HK2* knockdown on transcript level. DLD-1 cells were transfected on two consecutive days with HK2 siRNA and RNA was harvested 48 h after the first transfection. The expression level was normalized to *ATCB* and shown as the mean ± S.D. of three replicates. C, HK2 knockdown results in a reduced proliferative potential of DLD-1 cells. DLD-1 cells transfected with miR-143 duplex or HK2 siRNA exhibit a reduced cell proliferation as measured by crystal violet growth assay. Results are shown for day 4 after transfection as the mean ± S.D. of four replicates. *, p < 0.005 using a two-tailed t-test. D, Lactate secretion of DLD-1 cells is decreased upon miR-143 overexpression or HK2 knockdown compared to mock transfected cells. Cells were transfected as described in A) and B) and media samples were removed in 6 h intervals for measurement of lactate. The 0 h time points correspond to samples taken immediately after addition of fresh media following the second transfection. Data shows a representative experiment with results depicted as the mean ± S.D. of three replicates. *, p < 0.005 using a two-tailed t-test.

Next, to determine if downregulation of HK2 mediated by miR-143 resulted in an impairment of glycolysis, lactate production was measured in mock transfected cells and cells transfected with miR-143 duplex or HK2 siRNA. Cells transfected with a HK2 siRNA showed a marked decrease in the rate of lactate secretion over a period of 48 h (Figure 4D). Importantly, a decrease in the lactate secretion was also observed upon miR-143 overexpression (Figure 4D), confirming that miR-143 downregulation of HK2 has a functional effect on the glucose metabolism. The observed decrease in lactate secretion caused by miR-143 overexpression is less pronounced than for HK2 siRNA mediated inhibition. However, this might be explained by the more efficient down-regulation of HK2 mediated by the HK2 siRNA than by overexpression of miR-143.

## Discussion

In accordance with numerous reports of miR-143 down-regulation in cancer, we observed low or undetectable expression levels of miR-143 in human cancer cell lines. This was in contrast to non-tumorigenic fibroblast cell lines, which had a relatively high expression level of miR-143. In addition, we confirmed the growth inhibitory effect of miR-143 reported by others in DLD-1 colon cancer cells [14,15,18].

Using a microarray based experimental approach we have identified a number of putative miR-143 targets that are down-regulated at the transcript level by miR-143 overexpression and contain miR-143 seed sites in their 3'UTRs. This target identification approach provides a way to indentify functionally relevant miRNA targets in colon cancer cells without any assumption concerning the conservation of miR-143 binding sites, but by means of detecting expression changes of potential miR-143 targets at the transcript level. Even though miRNAs repress the protein output of their target genes as a combined effect of mRNA destabilisation and translational repression, a recent study has reported transcript destabilization to be the main contribution to miRNA target deregulation [46]. Therefore, target identification based on detection of changes at the transcript level should in principal be able to detect the majority of miRNA targets, thus justifying our approach to identify miRNA targets. As a further confirmation of this strategy to identify miRNA targets, we observed a highly significant enrichment of miR-143 seed sites in the 3'UTRs of genes down-regulated upon miR-143 overexpression.

Among the putative miR-143 targets we found a number of genes known to promote cell proliferation, including SRD5A1, RQCD1, RAB11FIP1, SEMA5A, KLF5, USP22, SLC35B2 and HK2. Three of these genes have also been predicted as miR-143 targets by an independent miRNA target prediction algorithm [45]. Previous studies have identified ERK5 and KRAS as miR-143 targets in colon cancer [14,15]. In our study we also observed down-regulation of *KRAS* upon miR-143 transfection. However the degree of down-regulation was above the logFC of −1.1 used to define our set of putative miR-143 target. In the case of ERK5, we did not observe any change in expression in our microarray experiment. This is in agreement with a study of miR-143 in liposarcoma that also did not identify ERK5 as a miR-143 target, but did observe a down-regulation of HK2 in response to miR-143 overexpression [22].

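MAPK7, the gene of the kinase ERK5, gave a weak signal, a little above the array medians, and did not pass a test. Its log2 fold change over the 7 arrays without mock replicate 4 was −0.15 (standard error 0.076, adjusted p = 1 from limma without pairing). Over all 8 arrays it averaged 7.74 ± 0.13 (SD, n = 4) with miR-143 and 7.94 ± 0.10 (SD, n = 4) in mock, a log2 fold change of −0.20 (standard error with pairs 0.054, adjusted p = 0.186 from limma with pairs and 1 without), lower in 4 of 4 pairs. Mock replicate 4 was at 8.07, and a further MAPK7 probe set had a log2 fold change of −0.080.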

miR-143 mediated down-regulation of one or more of the above mentioned genes in colon cancer cells could account for the growth inhibitory effect of miR-143. However, the tumor suppressive function of miR-143 is likely a result of the combined effect of miR-143-mediated down-regulation of several genes rather than a single gene. 

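Genes that charge tRNAs with amino acids, genes of the ribosome and genes of oxidative phosphorylation lay lower in miR-143-transfected DLD-1 cells over all 8 arrays by camera at a preset correlation. With an estimated correlation none of these calls held (adjusted p = 0.987 with an estimated correlation without pairing for each, and 0.325, 0.463 and 0.671 with pairing). Of 35 measured aminoacyl-tRNA synthesis genes 29 had a negative log2 fold change, with a median of −0.088, and 5 fell with pairing (5 also when adjusted over the list alone), namely EPRS1, EARS2, RARS2, YARS1 and SEPSECS. RARS2, the mitochondrial arginyl-tRNA synthetase, averaged 10.31 ± 0.22 (SD, n = 4) against 10.64 ± 0.17 (SD, n = 4) in mock, a log2 fold change of −0.33 (standard error 0.055, adjusted p = 0.0201 from limma with pairs). YARS1, the tyrosyl-tRNA synthetase, had −0.29 (standard error 0.049, adjusted p = 0.0239 from the same test), and its mock replicate 4 was at 12.16 against 11.77 to 11.80 in the others. Of 53 ribosomal protein genes 52 were negative, with a median of −0.094, and of 68 oxidative phosphorylation genes 63 were, with a median of −0.067. No single gene of either list was called by limma with pairing or without (0 at an unadjusted p under 0.05 without pairing, and 0 when adjusted over each list alone). By camera the adjusted p was 0.00171 for aminoacyl-tRNA synthesis, 0.0062 for the ribosome and 0.0306 for oxidative phosphorylation without pairing, and 5.18e-07, 5.46e-10 and 4.27e-04 with pairing. Leaving out mock replicate 4, the medians were −0.005 for aminoacyl-tRNA synthesis (adjusted p = 0.614), 0.038 for the ribosome (0.11) and 0.032 for oxidative phosphorylation (0.156), and after cyclic loess those of the ribosome and oxidative phosphorylation were also positive, at 0.010 and 0.005. With pair 4 left out the 3 medians were −0.098, −0.081 and −0.067. These lists had mean levels of 10.14, 13.89 and 11.78, and camera did not match their genes to others by level. Without pairing, the call of aminoacyl-tRNA synthesis also ended without miR-143 replicate 3 (adjusted p = 0.298), that of the ribosome without miR-143 replicate 1, 2 or 3 (0.103 to 0.534) and that of oxidative phosphorylation without these or mock replicate 3 (0.191 to 0.524), and with pairing only that of oxidative phosphorylation ended, without pair 3 (0.985). The calls of RARS2 (without pair 1, 3 or 4, adjusted p = 0.0837 to 0.136), YARS1 (0.0893 to 0.16) and SEPSECS (0.0973 to 0.224) ended when pairs were left out, and with the mean of all probe sets (0.372, 0.209 and 0.449).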

Considering miR-143 down-regulated genes in our study, including both direct and potential secondary effects, we found an enrichment of genes involved in cell cycle regulation as well as cellular metabolism. This suggests that miR-143 targets genes involved in a number of cellular pathways, including pathways controlling cell growth and metabolism which mediates downstream gene expression changes of genes in these pathways.

We chose to focus on HK2 as a potential target of miR-143 for further functional analysis, because we hypothesized that miR-143 mediated regulation of HK2 may account for the changes in glucose metabolism observed in many cancer cells. Alterations in glucose metabolism in cancer cells have been known for a long time. This was first reported by Warburg, who noted that cancer cells take up high amounts of glucose which is converted primarily into lactate and has hence been coined the Warburg effect [47]. Whereas non-proliferating cells mainly produce energy by oxidative phosphorylation, proliferative cells and cancer cells also get a significant part of their energy from aerobic glycolysis [48]. During aerobic glycolysis cancer cells convert pyruvate into lactate—a process normally inhibited by the presence of oxygen. HK2 is overexpressed in many human cancers and has been reported to be involved in maintenance of the malignant state of tumors [44]. The overexpression of HK2 in cancer is thought to provide cancer cells with a growth advantage due to increase glycolytic flux by promoting the first step of glycolysis and thus promoting/inducing the shift towards aerobic glycolysis. This type of catabolism of glucose with lactate as the end product produces significantly less ATP than oxidative phosphorylation, but even though the ATP production is reduced, this shift is thought to provide rapidly dividing cancer cells with certain advantages, such as the biosynthesis of nucleic acids as well as providing the cofactor NADPH for synthesis of phospholipids and fatty acids though the pentose phosphate pathway [48]. In addition to creating an acid environment protecting against the immune system and favouring invasion of surrounding tissue [48]. Finally, the Warburg effect also makes the cells less dependent on oxygen, which ensures survival during hypoxic and anoxic conditions.

Here, we reported the identification of *HK2* as a target of miR-143, confirming the down-regulation of HK2 upon miR-143 overexpression of transcript cells as well as protein level in both DLD-1 and HCT116 colon cancer cell lines. Interestingly the expression level of HK2 is markedly different between DLD-1 and HCT116 cells. This might be due to different mutations in the two cell lines that are giving rise to the tumorigenic phenotype or different metabolic adaptations to the need for a fast proliferation. By mutation of the miR-143 binding site in the 3'UTR of HK2 we showed that the target interaction between miR-143 and HK2 is direct. We further showed that inhibition of HK2 results in a reduction in cellular proliferation of DLD-1 colon cancer cells, an effect that resembles the effect of miR-143 overexpression. Interestingly, the decreased cell proliferation observed upon HK2 siRNA-mediated knockdown was not as strong as for miR-143 overexpression. This suggests that additional miR-143 targets besides HK2 may also be responsible for the growth inhibitory effect of miR-143. In support of miR-143’s role in glucose metabolism we showed that overexpression of miR-143 in DLD-1 cells leads to a reduced lactate secretion. However, the decrease in lactate secretion as a result of miR-143 overexpression is not as marked as the decrease observed upon HK2 siRNA mediated knockdown. This might be explained by the fact that miR-143 only mediates a relatively moderate reduction of HK2 protein level compared with the siRNA mediated knockdown of HK2.

## Conclusion

Here, we have identified a number of putative miR-143 targets in colon cancer cells. We verified HK2 as a direct target of miR-143 and show that miR-143 mediated down-regulation of HK2 results in a decreased lactate secretion. We speculate that loss of miR-143 in cancer cells might promote the metabolic shift towards aerobic glycolysis due to up-regulation of HK2.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LHG carried out experiments and analysis of the microarray data. AJ developed the word analysis tool and carried out analysis of TCGA data. LBF participated in planning and supervision of experiments. JW carried out the GSEA analysis and helped with statistical analysis. AK and AHL conceived the study and participated in its design. LHG and AHL wrote the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/232/prepub

## Supplementary Material

Additional file 1 **Table S1.** Primer sequences used for quantitative RT-PCR. Click here for file

Additional file 2 **Figures S1–S4.** Format: PDF. Click here for file

Additional file 3 **Table S2.** Enriched motifs among miR-143 down-regulated genes. Click here for file

Additional file 4 **Table S3.** List of putative miR-143 targets (defined as down-regulated transcripts with at least one miR-143 7mer, 7mer-1A or 8mer seed site in their 3'UTRs). 

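Table S3 gives, for each putative target, the log2 fold change of miR-143 over mock, its p-value and false discovery rate, and the number of seed matches of each length in the 3'UTR. A 7mer pairs with the seed of the microRNA, a 7mer-1A pairs with a shorter stretch next to an A, and an 8mer has both. Genes listed with an 8mer lay lower than those listed with 7mer sites alone. The 46 genes with an 8mer had a mean log2 fold change of −0.37 over all 8 arrays and a median of −0.33, and the 55 without had a mean of −0.27 and a median of −0.29 (permutation test across genes, two-sided, 100000 permutations, p = 0.00212). Without mock replicate 4 the means were −0.30 and −0.20 (permutation test of the same kind, p = 0.00197). Genes are not independent replicates in this test, and all of them were chosen as lower on these samples. In the paired comparison by limma 31 of the genes with an 8mer and 26 of those without were lower.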

Click here for file

# Supplementary material for: MicroRNA-143 down-regulates Hexokinase 2 in colon cancer cells
**Source:** BMC Cancer. 2012 Jun 12;12:232. doi: 10.1186/1471-2407-12-232
**Supplement:** Additional file 1 — Table S1. Primer sequences used for quantitative RT-PCR.

**Supplementary Table S1: Primer sequences used for quantitative RT-PCR**

| **Gene** |  | **Forward sequence** |  | **Reverse sequence** |
| --- | --- | --- | --- | --- |
| ABHD5 |  | 5’-TGTCAGCCGGCTTCGAGATAAG-3’ |  | 5’-ACCAGTTAGCCATCCTGACCTCTC-3’ |
| ATCB |  | 5’-CTCCCCGGGCTGTATTCC-3’ |  | 5’-CCTCTCTTGCTCTGGGCCTC-3’ |
| GALC |  | 5’-TCTCAACCAGAGACCCATTACGTG-’3 |  | 5’-TCCTGCAATGAACACACCTCCTG-3’ |
| GNB5 |  | 5’-TCAAACAACGAGCTCTGAGACCAG-’3 |  | 5’-CCCTCGGTTGCCATAATTTCTGC-3’ |
| HK2 |  | 5’- ACCCGGGAAAGCAACTGTTTG-3’ |  | 5’- TCACCAGGATAAGCCTCACCAG-3’ |
| HPRT |  | 5’- ACCCGGGAAAGCAACTGTTTG-3’ |  | 5’- TCACCAGGATAAGCCTCACCAG-3’ |
| KLF5 |  | 5’- ACTACTGCGATTACCCTGGTTGC-3’ |  | 5’- CCTTCCCAGGTACACTTGTATGGC-3’ |
| KRAS |  | 5’- CAGCAAAGACAAGACAGAGAGTGG-3’ |  | 5’- TGTCGGATCTCCCTCACCAATG-3’ |
| TAF10 |  | 5’-TGCCAATGATGCCCTACAGCAC-3’ |  | 5’-AGAGTGTACTTGCGGTCCTTGC-3’ |
|  |  |  |  |  |

# Supplementary material for: MicroRNA-143 down-regulates Hexokinase 2 in colon cancer cells
**Source:** BMC Cancer. 2012 Jun 12;12:232. doi: 10.1186/1471-2407-12-232
**Supplement:** Additional file 2 — Figures S1–S4. Format: PDF.

S1

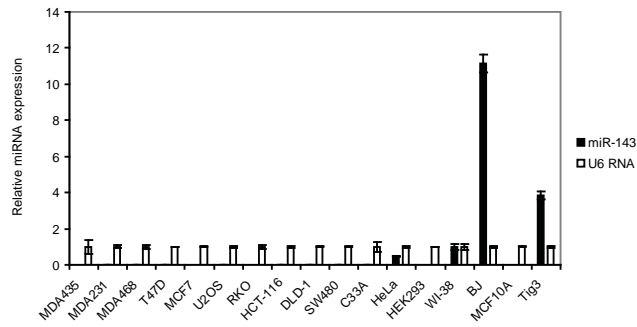

S2A

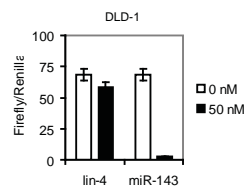

S2B

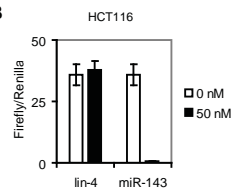

S3A

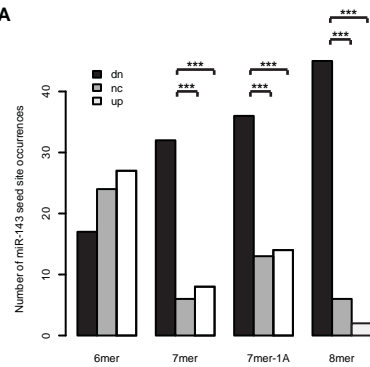

S3B

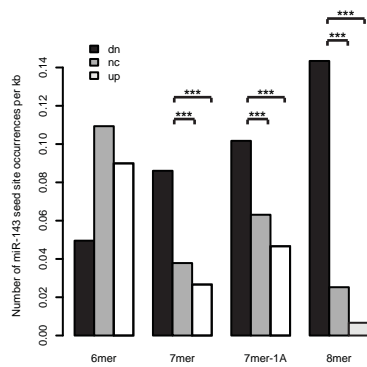

S4

| Rank | Word   | z-Score | Annotation   |
|------|--------|---------|--------------|
| 1    | CATCTC | 14.98   | miR-143 6mer |
| 2    | ATCTCA | 11.25   |              |
| 3    | TCTCAT | 9.13    |              |
| 4    | TCATCT | 9.11    |              |
| 5    | TTATCT | 8.75    |              |
| 6    | TTTCAA | 8.65    |              |
| 7    | AACTAT | 8.36    |              |
| 8    | ATTGAA | 8.07    |              |
| 9    | ATTTGT | 7.62    |              |
| 10   | CAAAAT | 7.56    |              |

# Supplementary material for: MicroRNA-143 down-regulates Hexokinase 2 in colon cancer cells
**Source:** BMC Cancer. 2012 Jun 12;12:232. doi: 10.1186/1471-2407-12-232
**Supplement:** Additional file 3 — Table S2. Enriched motifs among miR-143 down-regulated genes.

**Supplementary Table S2: Enriched motifs among miR-143 down-regulated genes.**

| **Associated Transcription Factor/ miRNA** | **Standard Name** | **Motif** | **P-value** |
| --- | --- | --- | --- |
| E2F | V$E2F_Q4 | TTTSGCGS | 6.7^.^10^-12^ |
| miR-143 | TCATCTC,MIR-143 | TCATCTC | 7.1^.^10^-10^ |
| YY1 | GCCATNTTG_V$YY1_Q6 | GCCATNTTG | 9.4^.^10^-8^ |
|  | TMTCGCGANR_UNKNOWN | TMTCGCGANR | 1.1^.^10^-7^ |
| GABPA | V$GABP_B | VCCGGAAGNGCR | 2.4^.^10^-7^ |
|  | TGCGCANK_UNKNOWN | TGCGCANK | 4.2^.^10^-7^ |
|  | TAANNYSGCG_UNKNOWN | TAANNYSGCG | 1.5^.^10^-5^ |
|  | TCCCRNNRTGC_UNKNOWN | TCCCRNNRTGC | 2.9^.^10^-5^ |
|  | YGCGYRCGC_UNKNOWN | YGCGYRCGC | 3.1^.^10^-5^ |
| ELK1 | V$ELK1_02 | NNNNCCGGAARTNN | 3.3^.^10^-5^ |
| MAX | V$MAX_01 | NNANCACGTGNTNN | 1.1^.^10^-4^ |
|  | RRCCGTTA_UNKNOWN | RRCCGTTA | 1.9^.^10^-4^ |
|  |  |  |  |

# Supplementary material for: MicroRNA-143 down-regulates Hexokinase 2 in colon cancer cells
**Source:** BMC Cancer. 2012 Jun 12;12:232. doi: 10.1186/1471-2407-12-232
**Supplement:** Additional file 4 — Table S3. List of putative miR-143 targets (defined as down-regulated transcripts with at least one miR-143 7mer, 7mer-1A or 8mer seed site in their 3'UTRs).

**Supplementary Table S3: List of putative miR-143 targets (defined as down-regulated transcripts with at least one miR-143 7mer, 7mer-1A or 8mer seed site in their 3’UTRs)**

How the deposited data were processed for this re-analysis (not part of the article)

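Gene expression was measured in DLD-1 cells 24 h after transfection with 50 nM miR-143 duplex (4 cultures) and after mock transfection (4 cultures), each on its own Affymetrix array. The file holds a value per probe set and array. These are log2 values that, as the deposited processing notes say, the authors made with RMA in the affy package (the paper refers to earlier work for the processing), and they were used as deposited, since the raw scans were not used here. Array medians lay near 7.2, as log2 values after RMA do. An array gives no count or depth, so only the number of arrays and the level of a gene over the background limit the precision.

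Gene symbols came from the probe set annotation and were brought to current names by Entrez identifier or older symbol. Of all probe sets 41091 carried a single symbol and were kept, 1801 carried several, 11777 carried none and 62 were controls. Each of the 19752 genes was represented by its probe set with the highest mean over the 8 arrays, and 10521 genes had more than 1 probe set. Groups were compared gene by gene with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, and p-values were adjusted by Benjamini and Hochberg over all genes, with 0.05 as the threshold. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Adjusted p-values of genes in the text are from limma, with or without pairs as each sentence says, and a standard error beside one is from the same fit. A single gene was also tested with an exact permutation test of the arrays.

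The labels give both groups replicate numbers 1 to 4, and the paper names no block, so the comparison without pairs and the one with pairs were both planned. The rule was to treat the numbers as pairs where the deviations of same-numbered arrays from their group means correlate above 0.1 for every pair. The correlations across genes were 0.11, 0.17, 0.58 and 0.81 for replicates 1 to 4. The first lies close to the limit. Over all probe sets replicates 1 and 2 had 0.09 and 0.13, and after cyclic loess 0.07 and 0.02, so the rule is not met on either of these sets of values. Replicates 1 and 2 of the 2 groups did not correlate best with their own number, with highest values of 0.25 and 0.54 for another number. Replicates 3 and 4 did, with highest values of 0.49 and −0.31 for another number. Replicate 4 stood apart in both groups and so shifted both group means. This can raise correlations among replicates 1 to 3 whatever their numbers, so a value above 0.1 there does not show pairs. Neither the paper nor the labels say what a number stands for, so the pairing comes from the data alone. The rule was set beforehand, but the correlations were first read together with the counts of genes called with pairs. For most lists and some genes, values with pairs are printed beside those without. Many other gene calls are printed with pairs only, and none of them held in the main comparison without pairs, where limma called 0 genes. There the adjusted p from limma was 0.164 for ABAT, 0.611 for EARS2 and 0.409 for RBL1. It was 0.481 for HMMR, 0.198 for STARD4 and 0.909 for DCP2.

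The main comparisons, the alternatives, 50 gene lists and the rule for naming genes were fixed before the data were examined, after the paper's own tables had been read. The rule names every gene that the paper names for the arrays, the 10 lower and the 10 higher genes of lowest p among those whose 4 miR-143 arrays all lie on the same side of the mock arrays, the 5 most negative genes of Table S3, and up to 4 genes of lowest p in each list described. EPRS1 and ORC3 are named outside this rule because their lists have 5 or fewer called genes, and they were chosen after their values were seen. Lists were compared with all other genes by limma's camera with a preset correlation of 0.01, and also with an estimated correlation and with geneSetTest. Genes were not matched for level, so a shift that goes with level is not separated from a shift of a list. Fry, which tests a list on its own and not against the other genes, was run as well. Each test was adjusted over the 50 lists. Camera called 9 lists lower and 0 higher without pairs (at a preset correlation), 21 lower and 0 higher with pairs, and 0 with an estimated correlation. Fry called 0 lists. GeneSetTest, which takes genes as independent, called 16 lists lower without pairs and 21 with pairs. The lowest adjusted p with an estimated correlation was 0.987 without pairs and 0.325 with pairs.

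Both comparisons were tested on simulated data with 200 changed genes among 19752 in 5 simulations. With pairs 100% of genes with a log2 change of 0.8 and 95.6% of those with 0.4 were found, and 5.2% of the calls were false. Without pairs the shares were 90% and 22%, and 0.2% of the calls were false. The simulated arrays have pairs that deviate together, so these shares hold only where the replicate numbers mark real pairs.

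Table S3 was matched by Ensembl identifier or symbol, with 101 of its 104 identifiers found. Its log2 fold changes were compared with those computed here, with all 8 arrays and with each array left out, at a tolerance of 5e-04. Alternatives covered the arrays and pairs used, the probe set per gene, the scaling between arrays, filters on level and on spread, and the limma settings. The filter of the paper's methods was read as an interquartile range above 0.25 log2 units, with other readings as alternatives. The counts of seed sites in 3'UTRs, the ranking of words and the shift of genes with a seed site were planned and left out, because 3'UTR sequences were not used here, and SLC35B2 was not analysed here.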

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

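The test of a wider range of signal and the test of let-7 targets were chosen only after the results they address were seen.

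Replicate 4 of both groups stood apart from the other arrays. Its highest log2 signal lay above the 14.75 to 14.83 of the other miR-143 arrays and the 14.87 to 14.92 of the other mock arrays by gaps of 0.849 and 0.911 of the range of each group, beyond the 95% limit of Dixon's test for 4 arrays. A wider range of signal on these 2 arrays is a candidate explanation, since the deviation of replicate 4 from its group mean rose with the mean level across genes (Spearman's rho 0.56 with miR-143 and 0.63 in mock), and the hybridisation controls, which do not come from the cells, averaged 10.81 and 10.98 there against 9.99 to 10.33 on the other arrays. Degraded RNA stays open, because 1 of the 4 differences between the 3' and 5' control probe sets of GAPDH and ACTB lay above every other array, GAPDH in mock replicate 4 (0.72 against at most 0.70), while miR-143 replicate 4 was not above the median of the others (GAPDH 0.63 against 0.63, ACTB 2.40 against 2.48). The design names no condition in which replicate 4 differs, so no biological explanation was tested.

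Among 176 groups of 4 arrays of the named genes 11 held an array beyond the same limit, 9 of them replicate 4, where chance gives about 1 in 20. HPRT1 in miR-143 replicate 4 was at 12.65 against 12.48 to 12.50, a gap of 0.859 of the range. CDK6 in miR-143 replicate 4 had a gap of 0.955 of the range. CDC37L1, a co-chaperone that was higher with pairs at a log2 fold change of 0.37 (adjusted p = 0.00586 from limma), was at 9.55 in miR-143 replicate 4 against 9.37 to 9.38, a gap of 0.950, and its call ended without pair 3 (adjusted p = 0.0513) and with the mean of all its probe sets (0.0904). PGK1 had gaps of 0.957 with miR-143 and 0.860 in mock, both in replicate 4. In TSC1 the gap was 0.831 in mock replicate 4, in RPL24 0.877 in mock replicate 4, in YARS1 0.934 in mock replicate 4 and in RPA3 0.965 in miR-143 replicate 4. ABAT in miR-143 replicate 3 was at 9.60 against 9.75 to 9.77, a gap of 0.867, and ALG14 in mock replicate 2 at 9.55 against 9.70 to 9.72, a gap of 0.877.

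Differences between miR-143 and mock arrays were weighed against a response to double-stranded RNA and against cells of another type. Interferon-stimulated genes, of which 48 were measured, had a median log2 fold change of −0.023 (adjusted p = 0.352 from camera), which argues against a response to the duplex as double-stranded RNA. Of the 4 marker lists (fibroblast, immune, endothelial and red blood cell, hepatocyte and neuronal), the largest median absolute log2 fold change was 0.030, at mean levels of 7.12 to 7.37 close to the array medians and with adjusted p of 0.634 to 0.953 from camera, which argues against cells of another type. An effect of any duplex, whatever its sequence, stays open and was not tested, since no array of a scrambled duplex was used here.

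The 8 arrays can be split into 4 and 4 in 35 ways. Without pairs limma called 0 genes lower and 0 higher in the real split, 35 of 35 splits gave as many in each direction and the highest other count was 0. With a real count of 0 every split must give as many, so these counts say nothing about chance. At the same time 15 other splits had more genes at an unadjusted p under 0.05 than the 477 of the real split. The highest had 4816, in a split that parts no pair, which points to a structure of the samples. With pairs, 8 splits part all 4 pairs, too few for a share under 0.05. The real split called 123 genes lower, as many as which 1 of the 8 gave, and the highest other count was 70. It called 33 genes higher, which 2 of the 8 reached, and the highest other count was 70, in the split that turns pairs 2 and 3.

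With pairs limma called 33 genes higher, none of which the paper discusses, among them YOD1, HMGA2 and DICER1. HMGA2 and DICER1 are known targets of let-7, so a candidate explanation is that the transfected duplex relieved let-7 targets from silencing. Of 77 other measured let-7 targets 38 had a positive log2 fold change, and their adjusted p was 0.295 from camera with pairs (0.417 with an estimated correlation), so the test leaves this open. Lists of targets of 5 other microRNAs had adjusted p of 0.0982 (miR-21 and miR-29), 0.0983 (miR-17), 0.168 (miR-200bc) and 0.789 (miR-30) in the same test, and with an estimated correlation 0.389 (miR-21), 0.283 (miR-29 and miR-17), 0.417 (miR-200bc) and 0.863 (miR-30). Without pair 4 the lists of miR-21 (0.00829) and miR-29 (0.0292) passed, and after cyclic loess those of miR-17 (0.0134), miR-21 (0.0112), miR-29 (0.0426) and miR-200bc (0.0318) did.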

How the results depend on the processing

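The alternatives that combine the replicate block with another choice, take the probe set with the largest interquartile range, or combine this with leaving out mock replicate 4 were chosen after seeing the data. With the replicate block, which treats same-numbered arrays as pairs, limma called 123 genes lower and 33 higher, against 0 and 0 without it. With the block and replicate 1, 2, 3 or 4 left out the counts were 57 and 16, 68 and 11, 33 and 9, and 42 and 16. With the block they were 98 and 23 with the probe set of largest interquartile range, 37 and 9 with a standard deviation above 0.25, 35 and 3 with the mean of all probe sets, and 78 and 51 after cyclic loess. Of these, 73 and 19, 37 and 9, 32 and 2, and 78 and 33 were also called with the block alone. Without the block cyclic loess gave 31 and 21, array weights 36 and 20, the probe set of largest interquartile range 1 and 0, and this without mock replicate 4 1 and 1. All other alternatives set beforehand gave 0 and 0, including each single array left out. HK2 kept a negative log2 fold change under every alternative, from −0.509 to −0.252 with an array left out. It passed the threshold with the replicate block (−0.362, adjusted p = 0.00787), also without replicate 4 (−0.399, 0.0224), with the largest interquartile range (−0.362, 0.0156), with a standard deviation above 0.25 (−0.362, 0.0479) and after cyclic loess (−0.308, 0.0254), and with no other alternative. Of 101 Table S3 genes 94 to 100 were negative with an array left out. The count of lists lower was 9 and that higher 0. With the block 21 lists were lower (19, 14, 11 and 21 without replicates 1 to 4, 17 with the mean of probe sets, 0 with an estimated correlation, 0 by fry, 21 by geneSetTest). Without the block the estimated correlation gave 0, fry 0, geneSetTest 16 and genes above the median level 4. A single array left out gave 0 to 28 lists lower and 0 to 4 higher: without mock replicate 4, 0 lower and 4 higher, and without miR-143 replicate 3, 1 lower. The cause of these changes was not tested.

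Single values turned as follows, and the cause was not tested. After cyclic loess, with and without the block, the log2 fold change was 0.002 for HPRT1, 0.001 for ACTB and 0.006 for EIF4E, and the list medians were 0.010 for the ribosome and 0.005 for oxidative phosphorylation. With an array left out ACTB ran from −0.308 to 0.076, positive without miR-143 replicate 3 (0.073) or mock replicate 4, the ribosome median from −0.215 to 0.038 and the oxidative phosphorylation median from −0.171 to 0.032. With the mean of probe sets, with and without the block, PIK3R1 had 0.004 and MADD 0.010. With the largest interquartile range, with and without the block, MADD had 0.118, SDHD 0.010 and SLC7A11 0.074. With this probe set and without mock replicate 4 the values were 0.010 for HPRT1, 0.070 for ACTB, 0.040 for GFPT1, 0.074 for EIF4E, 0.104 for MADD, 0.065 for RPL24, 0.070 for RPL35A, 0.062 for NDUFB8, 0.131 for SLC7A11, 0.013 for MYO6 and 0.107 for IDI1 (the same for ACTB, NDUFB8 and MYO6 with the filter). EIF4E had 0.016 with array weights. Over all alternatives 1967 values of named genes kept direction and side of the threshold, 327 passed it and 33 turned, and of those of 9 lists 147 kept both, 72 lost the threshold and 6 turned. The alternatives on seed sites (no filter, other filters, another fold change, longest 3'UTR, matched length, ranked words, and the estimated correlation for the shift) were not run because 3'UTR sequences were not used here. For dim genes the signal over background limits what can be seen. The mean of all probe sets can take in dim ones, which can shrink a fold change. A call lost with it does not by itself speak against the brightest probe set.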

Differences from the paper's values

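Signed values are taken to differ when their signs differ or they lie farther apart than the SD of replicates, and counts and p-values when the larger is more than 1.5 times the smaller. Values within these limits are not taken to be equal.

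Of 101 matched genes of Table S3, 10 have a log2 fold change here that differs from the paper's, 9 by more than the SD of replicates and 1 in sign alone, and 8 of the 10 are less negative here. GID8 has a log2 fold change of −0.603 in the paper's Table S3 and of −0.064 here. Of the alternatives set before the data were examined that give a value for it, all leave a difference, the nearest being the mean of all probe sets (−0.361). With the probe set of largest interquartile range the value is −0.657, and with this probe set and without mock replicate 4 it is −0.603, both settings chosen after seeing the values. Without mock replicate 4 and with that probe set, 96 of the 101 matched genes of Table S3 have the table's value, and 99 pass an interquartile range filter of 0.25, so 2 are dropped.

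The paper's values for the other 9 differing genes are −0.473 for HCCS (here −0.058), −0.44 for PNKD (here 0.003), −0.291 for TAF1D (here −0.123), −0.28 for SLC25A15 (here −0.606), −0.274 for NSD2 (here 0.022), −0.231 for RBM39 (here 0.010, which differs in sign alone), −0.184 for FAM210B (here −0.031), −0.184 for THAP6 (here 0.054) and −0.153 for MRPL57 (here −0.339). Among the alternatives that had been set beforehand, those that come within the limit are the mean of all probe sets for HCCS, NSD2, RBM39 and MRPL57, leaving out miR-143 replicate 4 or mock replicate 1, 2 or 3 for RBM39, leaving out mock replicate 2 for TAF1D, leaving out miR-143 replicate 4 or mock replicate 3 for FAM210B, and for MRPL57 also leaving out miR-143 replicate 1, 2 or 3 or mock replicate 4, cyclic loess and array weights. No other does, and none does for PNKD, SLC25A15 and THAP6. With the probe set of largest interquartile range HCCS (−0.542), PNKD (−0.425), NSD2 (−0.317), RBM39 (−0.271), THAP6 (−0.168) and MRPL57 (−0.258) come within it, and without mock replicate 4 as well these 6 have the table's values, both settings chosen after seeing the values, the second with its filter dropping 2 of the matched genes. SLC25A15 has −0.528 in that setting, and its other probe set, picked for its value, has −0.345 over all 8 arrays and −0.280 without mock replicate 4. No probe set of TAF1D or FAM210B reaches the table's value without mock replicate 4 (nearest −0.064 and −0.007).

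The paper's mean log2 fold change of the higher set is 0.193 (legend of Figure 2), and the value here is 0.290. Of the alternatives set before the data were examined, leaving out the genes in the lowest quartile of interquartile range (0.196) comes within the limit (SD of replicates 0.056), although it leaves 14814 genes where the paper states 1241, and a standard deviation above 0.25 (0.312) does not. The setting without mock replicate 4, chosen after seeing the values and dropping 2 of the matched Table S3 genes, gives 0.241, which is also within it but still higher. The legend gives −0.004 as the paper's mean for the set it calls down, where the lower set here has −0.257, and −0.249 as the paper's mean for the set it calls no-change, where the set here has −0.003. Both differences remain with a standard deviation above 0.25 (−0.270 and −0.001), without the lowest quartile (−0.207 and 0.000) and without mock replicate 4 (−0.268 and 0.000, chosen after seeing the values). With the names of the last 2 sets exchanged, the paper's values lie close to those here.

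Table S3 holds 18 genes with the paper's p under 0.05, and 52 of its matched genes have such a p here. Of the alternatives set before the data were examined, the filters on an interquartile range above 0.25 (22) and on a standard deviation above 0.25 (16) come within the limit of 1.5 times, and no others that were run do. Without mock replicate 4, with the largest interquartile range and its filter, chosen after seeing the values and dropping 2 of the matched genes, the count is 19. The smallest adjusted p of the paper's Table S3 is 0.548, and here it is 0.135. Leaving out miR-143 replicate 1 (0.578), 2 (0.683) or 3 (0.449) or mock replicate 1 (0.64) comes within the limit of 1.5 times, and no other alternative set before the data were examined does. The setting just named gives 0.541, also chosen after seeing the values and dropping 2 of the matched genes.

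The paper states that down-regulated genes were enriched in N-glycan biosynthesis, mTOR signalling and the G1/S check point. By camera on lists written for this work, which stand in for the paper's sets and test, these did not pass without pairs (adjusted p = 0.18, 0.953 and 0.733) or with pairs (0.065, 0.713 and 0.649), and the G1/S list pointed up. GeneSetTest, which takes genes as independent, calls the N-glycan list lower without pairs (adjusted p = 0.0464). Glycolysis passed with pairs (0.0303) and by geneSetTest (0.0233), the cell cycle with pairs (0.00349) and by geneSetTest (6.16e-04), and glutamate metabolism both without pairs (0.0364) and with pairs (2.68e-04) but not by geneSetTest (0.115), all lower as the paper states. With an estimated correlation none of the 3 passed (adjusted p = 0.987 without pairs for each, and with pairs 0.463 for glycolysis and 0.325 for the other 2). Without mock replicate 4 none of the 3 passed without pairs. Their medians were then 0.023 for glycolysis (adjusted p = 0.935), 0.019 for the cell cycle (0.263) and 0.018 for glutamate metabolism (0.614). With pair 4 left out all 3 passed lower with pairs (0.00221, 0.0191 and 2.85e-05). Whether the paper's pathway tests used mock replicate 4 is not known. The paper names KLF5, CNOT9, RAB11FIP1 and USP22 among its responsive genes or putative targets. All 4 have negative log2 fold changes here, and none passed with pairs (adjusted p = 0.582, 0.0813, 0.0671 and 0.186). The paper lists Q-PCR primers for KLF5 and reports that every transcript chosen for Q-PCR was lower. CNOT9 passed with pairs and the probe set of largest interquartile range (−0.353, adjusted p = 0.0322), a setting chosen after seeing the values.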

Other observations

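The test of Table S3 against arrays left out was chosen after its values had been compared with those here, while leaving out each array had been set beforehand.

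Genes that small RNAs act through did not differ as a group over all 8 arrays. Of 30 measured genes of the small RNA machinery 17 had a negative log2 fold change, with a median of −0.024, a mean of 0.023 and a test that pointed up (adjusted p = 0.444 from camera without pairs and 0.441 with pairs). DICER1 and DCP2, the enzyme that removes the cap of mRNAs, rose with pairs (2 lower and 3 higher when adjusted over the list alone). DCP2 had a log2 fold change of 0.53 (standard error 0.050, adjusted p = 5.89e-04 from limma with pairs). With the mean of all probe sets the call of DCP2 ended (adjusted p = 0.0929 with pairs). Over the 7 arrays without mock replicate 4 the list passed (adjusted p = 0.0224, median 0.032), as did 3 others that also pointed up, lysine degradation (0.0224, median 0.073), the actin cytoskeleton (0.0224, median 0.046) and Wnt signalling (0.0264, median 0.044). The 7 arrays keep miR-143 replicate 4, which stood apart like its partner, and without either (pair 4 left out, with pairs) the medians of the 4 lists were −0.017, −0.020, −0.027 and −0.001 and none passed (adjusted p = 0.203, 0.994, 0.576 and 0.917, where the tests of lysine degradation and the actin cytoskeleton pointed down). Over all 8 arrays the 3 others did not pass (adjusted p = 0.549, 0.953 and 0.852 without pairs), and an estimated correlation was not run over the 7 arrays.

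Reported miR-143 targets lay lower over all 8 arrays. Of 19 measured genes, HK2 among them, 16 were negative, with a median of −0.050 (adjusted p = 0.0024 from camera without pairs and 1.97e-04 with pairs, and 0.987 and 0.325 with an estimated correlation). ERBB3, a receptor of the EGF receptor family, fell with pairs, with 9.20 ± 0.18 (SD, n = 4) against 9.59 ± 0.20 (SD, n = 4), a log2 fold change of −0.39 (standard error 0.050, adjusted p = 0.0046 from limma with pairs), and HK2 was the other of 2 called (5 when adjusted over the list alone). With the mean of all its probe sets the call of ERBB3 ended (adjusted p = 0.479 with pairs). Without mock replicate 4 the list had a median of −0.023 and did not pass (adjusted p = 0.156). Of 27 hypoxia response genes 20 were negative, with a median of −0.024 (adjusted p = 0.159 without pairs and 0.0365 with pairs, 0.325 with an estimated correlation), and PGK1, HK2, DDIT4 and HILPDA, a lipid droplet protein, fell with pairs (6 when adjusted over the list alone). HILPDA had a log2 fold change of −0.30 (adjusted p = 0.0369 from limma with pairs), a call that ended with each pair left out (adjusted p = 0.075 to 0.196) and with the mean of all its probe sets (0.187). The hypoxia call ended without pair 1, 2 or 3 (adjusted p = 0.0737, 0.0538 and 0.14), and without mock replicate 4 its median was 0.027 while the test pointed down (adjusted p = 0.801). With pair 4 left out the hypoxia median was −0.049. Of 26 genes of the integrated stress response, which answers to a lack of amino acids, 22 were negative, with a median of −0.087 (adjusted p = 0.0138 without pairs and 3.3e-04 with pairs, 0.987 and 0.325 with an estimated correlation). DDIT4 was the 1 gene called (1 when adjusted over the list alone), and the call without pairs ended without miR-143 replicate 2 (adjusted p = 0.147) or 3 (0.298) or mock replicate 4 (0.652, median 0.012). With pair 4 left out the median of this list was −0.093. In cholesterol synthesis, where 12 of 19 genes were negative and the list did not pass (adjusted p = 0.341 without pairs and 0.26 with pairs), STARD4, a carrier of sterols, fell with pairs (2 when adjusted over the list alone), with a log2 fold change of −0.55 (standard error 0.050, adjusted p = 5.66e-04). Of 46 lysosome and autophagy genes 30 were negative (adjusted p = 0.255 without pairs and 0.195 with pairs), and GALC and ATP6V1A, a subunit of the proton pump, fell with pairs (2 when adjusted over the list alone), the second with a log2 fold change of −0.50 (standard error 0.057, adjusted p = 0.00197), a call that ended with the probe set of largest interquartile range (0.101).

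A hypothesis is that Table S3 was computed without mock replicate 4. With this array left out 99 of 101 matched genes had a probe set whose log2 fold change equalled the table's within 5e-04, against 0 with all 8 arrays and 0 to 4 with any other array left out, which is consistent with the hypothesis. The paper's text does not mention this, and replicate 4 is among the arrays that stand apart.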
